A study of Mus musculus with 42 samples. Its data were reported in "Differential abilities to engage inaccessible chromatin diversify vertebrate Hox binding patterns" (2020).

How the data were processed

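The data are chromatin immunoprecipitation sequencing (ChIP-seq) libraries from mouse embryonic stem cells differentiated towards spinal motor neurons as embryoid bodies (EBs) with retinoic acid and a smoothened agonist. Each cell line carries 1 tagged Hox gene under a doxycycline (Dox) promoter and is named after it, so that iHoxc9 cells express HOXC9 when Dox is added. The 42 samples fall into 23 groups by their labels. They hold 16 groups of HOX libraries (35 libraries), 3 groups with an antibody to MEIS, 2 groups with an antibody to PBX and 2 control libraries that serve no comparison here. The HOX groups are 7 full-length factors at day 3 (24 h of Dox), 4 chimeric factors at day 3, 3 factors at day 4 (48 h of Dox) and 2 factors in EBs without patterning signals (12 h of Dox). Groups came from the labels alone.

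The authors aligned reads to the mouse genome build mm10 with Bowtie, keeping reads with a single best hit, and called binding events with MultiGPS in each condition over its pooled replicates, against a control library, at a q-value under 0.001. The deposited files are 1 event list and 1 track of positions for each of 21 groups. Each line of a list gives the position of an event, the estimated count of ChIP reads that the authors' caller assigned to it, the estimated count of control reads, the log2 fold over control and the log2 q-value. These per-event values are the authors' and were used only to rank, describe or filter events within a list. The score column of the deposited position tracks is a capped form of the same q-value and was used only to check positions. In several lists the authors also deposited log2 fold changes and log2 q-values from edgeR comparisons between conditions. Those values are treated as adjusted q-values. Between HOXC10:C13.1 and HOXC10:C13.2, 39.3% of sites had a value that rounds to 1 at log2 fold changes of up to 0.21 in size, more than unadjusted p-values would give. In most other comparisons the values do not settle the point by themselves.

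The list headers gave the depth of 40 libraries. It ran from 5.04 to 32.9 M aligned reads, and the fraction of reads that MultiGPS assigned to signal ran from 0.008 to 0.527. Of the 21 lists, 14 pool 2 libraries, 1 pools 3, 1 pools 4 and 5 rest on 1 library. The lists were called against control libraries of 4.72, 10.5, 20.3 or 20.6 M reads. No file gives event values per replicate, so no spread between differentiations could be computed for any site or overlap.

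The coordinates were checked against build GRCm38, the same assembly as mm10. In the 18 lists that carry sequences, all 997561 deposited sequences were found within the window around their event on that assembly. No event lay past a chromosome end, the 21 position tracks held the same positions as their lists, and no list held a position more than once. Genes and transcription start sites (TSSs) are those of GENCODE mouse release 21.

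Events were ranked by deposited q-value, with ties broken by the estimated ChIP read count. As in the study, the top 10000 events of each list entered the comparisons. An event was counted as shared when the other list held an event within 100 bp. Overlap is the share of the top list found in the top list of the other factor, and containment is the share found in any event of the other factor's full list. Motif shares are the shares of top events with the motif on either strand within 50 bp, over events on assembled nuclear chromosomes. The motifs were TAAT for central Hox factors, TTTAT for posterior ones, TTTAC for HOXC13 and TGATTTAT for PBX-Hox pairs. Sites of 1 factor only are top events without any event of the named other factors within 100 bp.

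Each comparison is a difference of 2 shares in percentage points. Its 95% percentile interval came from 1000 bootstrap resamples of 5-Mb genomic blocks with a fixed seed, and a difference was called when the interval excluded 0. Single shares have 95% Wilson intervals. These intervals cover the sampling of sites within the pooled lists and counting error. They do not cover variation between differentiations, so no p-value is given for them. Overlaps and containment were set against a background in which each top event was moved by 10 kb. Over the 240 ordered pairs of HOX lists, this background lay between 0.04% and 0.41% for overlap and between 0.1% and 1.87% for containment.

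The functions were tested on simulated data. The simulations used 9999 real HOXC9 positions, with both shares varying together between blocks. The interval held the planted difference in 95% of 200 simulations with no difference and in 93.5% with a difference of 2 percentage points. A difference of 2 points was called in 83.5% of simulations, and 1 of 5 points in 100%. Motifs were planted in 50% of 2000 random sequences per motif, and all were found with no false hit.

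The comparisons, the named genes and sites and the alternatives in ranking, list length, distance, motif window, motif spelling, background and thresholds were fixed before the data were examined, except that containment, with full lists and at equal list length, was added for the other comparisons of 1 factor with a pair of lists after seeing the data. The named genes are the HoxC cluster genes, Aldh1a2 and Foxp1. The named sites are the event with the lowest q-value of HOXC6, HOXC9, HOXC10 and HOXC13 at day 3, and the 2 best-ranked sites of each factor of a pair without an event of the other within 500 bp.

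Differential binding was taken only from the authors' deposited edgeR columns, at their q-value threshold of 0.01. Of the comparison columns, 132 were not used here. Of these, 108 hold no values in the lists, among them the day 3 columns of HOXC9 against HOXC10, HOXC6 against HOXC9, HOXC6 against HOXC10, HOXC9 against HOXC13 and HOXC9 against HOXA9. The planned counts of differential sites for these 5 pairs are therefore not given, and the pairs are compared by overlap. The remaining 24 hold average abundances and were not needed.

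Computations ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The 2 control libraries without an event list, and assays other than ChIP-seq, are not analysed here.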

Results

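Genomic binding of induced Hox factors was measured by ChIP-seq in differentiating mouse neurons. At day 3 the series covers the central factors HOXC6 and HOXC8, the posterior factors HOXC9, HOXC10, HOXA9, HOXD9 and HOXC13, and 4 chimeras of HOXC10 and HOXC13. HOXC6, HOXC9 and HOXC10 were also assayed at day 4, and HOXC6 and HOXC9 in EBs that received no patterning signals. The HOX cofactors complete the set, with MEIS assayed at day 3 in iHoxc6, iHoxc9 and iHoxc10 cells and PBX at day 4 in iHoxc9 and iHoxc10 cells. Every list pools its libraries, so the values below have no error between differentiations, and the intervals cover sampling of sites only. By the labels most HOX libraries were made with an antibody to the Flag tag. The second library of HOXA9, HOXD9 and HOXC13 used an HA antibody, and the first HOXC10 library at day 3 used another antibody in a V5-tagged line. The MEIS libraries also came from V5-tagged lines.

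Depth and enrichment differed between the groups. At day 3 the signal fraction of the libraries was 0.075 ± 0.00707 (SD, n = 2) for HOXC6, 0.166 ± 0.0827 (SD, n = 2) for HOXC8, 0.286 ± 0.158 (SD, n = 2) for HOXC9 and 0.351 ± 0.0339 (SD, n = 2) for HOXC13. For HOXC10 it was 0.073 ± 0.0771 (SD, n = 3), and its libraries ranged from 0.017 at 5.04 M reads to 0.161 at 21.8 M reads. At day 4 the fraction was 0.308 ± 0.00495 (SD, n = 2) for HOXC6, 0.164 ± 0.0339 (SD, n = 2) for HOXC9 and 0.0513 ± 0.00403 (SD, n = 4) for HOXC10. The MEIS libraries, 1 per line, had fractions of 0.077 in iHoxc6, 0.238 in iHoxc9 and 0.119 in iHoxc10 cells, and the PBX libraries had 0.009 and 0.008.

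The lists differed in length accordingly. The day 3 lists held 17900 events for HOXC6, 44608 for HOXC8, 74085 for HOXC9, 26873 for HOXC10, 62916 for HOXA9, 56400 for HOXD9 and 115879 for HOXC13. Over the 21 lists, the logarithm of list length rose with mean signal fraction (Pearson r = 0.766 and Spearman rho = 0.883). Each had a 2-sided permutation p of 2e-05, the smallest that 100000 permutations can give, and an adjusted p of 5.33e-05 by the Benjamini-Hochberg method over the 8 correlations computed. Without the 2 lists farthest from the median fraction, r was 0.776. Within the 16 HOX lists r was 0.865 (permutation p = 2e-05, adjusted 5.33e-05) and rho was 0.888 (permutation p = 6e-05, adjusted 0.00012). The relation was also present within lists called against the same control library. For the 8 lists against the control of 20.28 M reads r was 0.703 (exact permutation p = 0.0241, adjusted 0.0241) and rho was 0.833 (exact permutation p = 0.0154, adjusted 0.0190). For the 6 lists against the control of 20.59 M reads r was 0.936 (exact permutation p = 0.00556, adjusted 0.00889) and rho was 0.943 (exact permutation p = 0.0167, adjusted 0.0190). The other control libraries served 5 and 2 lists, and no correlation was computed for them. Among the 5 lists, length rose with signal fraction at every step, from 848 events at 0.008 to 69297 events at 0.308. Length and signal fraction both come from the authors' caller. Containment in full lists depends on list length, and is therefore given with lists of equal length as well.

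**Figure D1:**
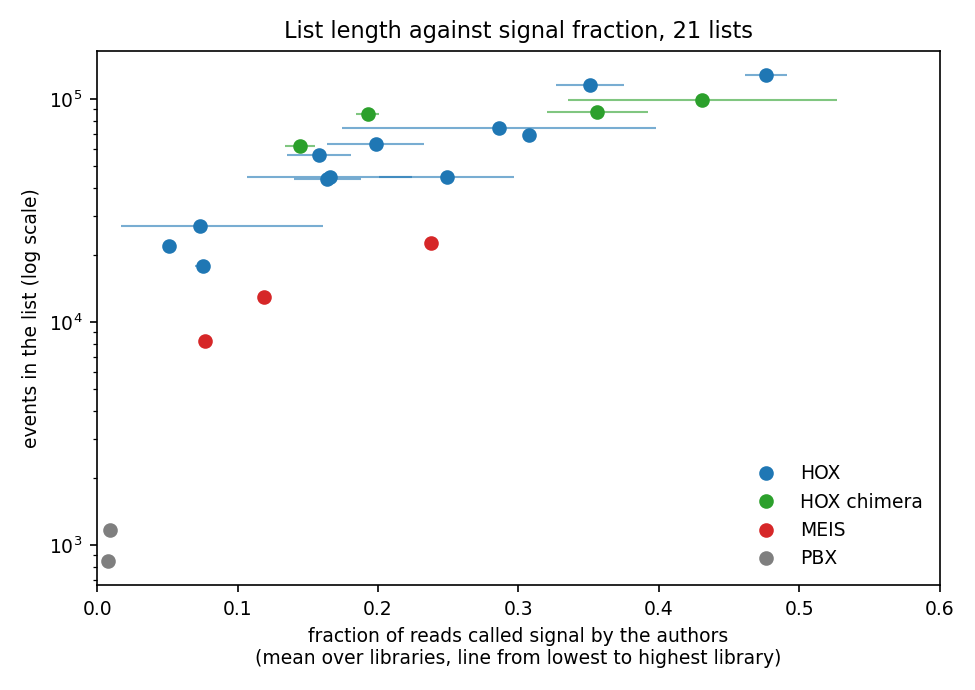
Number of events in each of the 21 lists (log scale) against the fraction of reads assigned to signal by the authors' caller, as the mean over the libraries of the list with a line from the lowest to the highest library. The PBX lists, at fractions of 0.008 and 0.009, are the shortest, and the HOXC9 list in EBs, at 0.476, is the longest with 128388 events.

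The first question was whether the posterior factors HOXC9 and HOXC10, which share similar homeodomains, bind the same sites in differentiating neurons. Of the top 10000 HOXC10 events, 9440 (94.4%) had a HOXC9 event of any rank within 100 bp. In the other direction, 6556 (65.56%) of the top HOXC9 events had a HOXC10 event. The difference was 28.84 percentage points (95% interval 27.6 to 30.0). The alternative that moved it most was to reduce the HOXC9 list to the length of the HOXC10 list, which left 75.75% against 65.56% and a difference of 10.19 points (8.72 to 11.6). For the central pair the same measure gave 97.41% of top HOXC6 events with a HOXC8 event against 85.26% in reverse, a difference of 12.15 points (11.4 to 12.9) that fell to 2.42 points (1.43 to 3.38) at equal length. At day 4 the HOXC9 and HOXC10 difference was 22.08 points (20.5 to 23.8), and 4.64 points (2.46 to 6.68) at equal length.

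**Figure D2:**
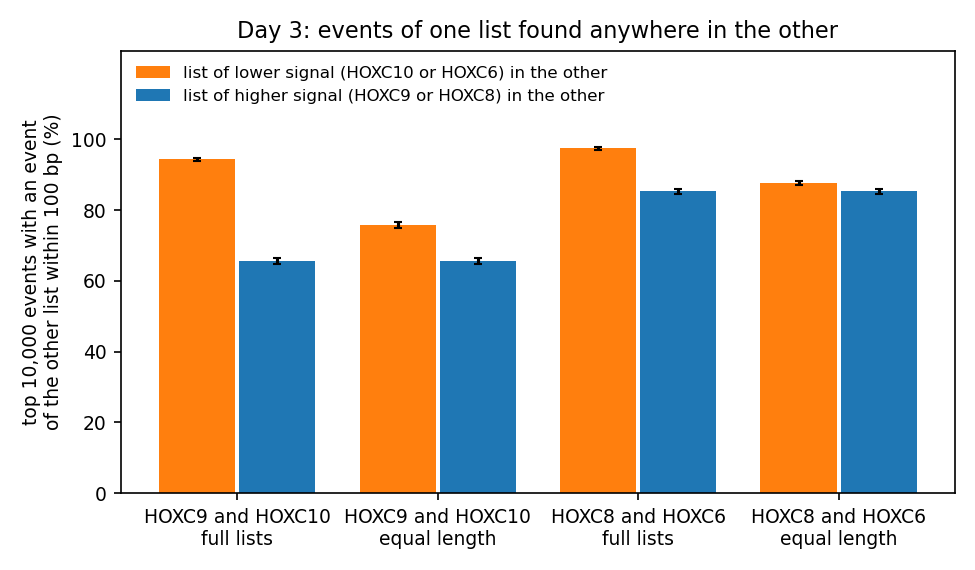
Share of the top 10000 events of one factor (percent, with 95% Wilson intervals as error bars) that have an event of the other factor of any rank within 100 bp, for HOXC9 with HOXC10 and for HOXC8 with HOXC6 at day 3. At equal list length the gap between the bars is 10.19 percentage points for HOXC9 with HOXC10 and 2.42 for HOXC8 with HOXC6.

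Overlap between top lists placed the central pair closer together than the posterior pair. Of the top HOXC6 events, 68.97% were among the top HOXC8 events, and 71.58% in reverse. For HOXC9 and HOXC10 the shares were 46.86% and 43.66%. The mean overlap was 25.02 points higher for the central pair (95% interval 23.9 to 26.2). HOXC10 shared more of its top events with HOXC9 (43.66%) than with HOXC6 (39.13%), by 4.53 points (3.33 to 5.85), and by 10.52 points (9.34 to 11.9) with any event counted and lists of equal length. The authors' deposited table compares HOXC8 with HOXC6 by edgeR. Its values are taken as adjusted q-values, which the numbers in this comparison do not settle by themselves. In the authors' deposited table, 203 of 12924 HOXC8 events (1.57%) in the HOXC8 top list or within 100 bp of a top HOXC6 event had a q-value under 0.01, of which 172 were higher in HOXC8 and 31 were higher in HOXC6. The comparison is held in the HOXC8 list alone, so HOXC6 events without a HOXC8 event are left out and the split favours HOXC8.

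The top HOXC9 events were then divided by the presence of any HOXC6 or HOXC10 event. Of the 10000 events, 3786 had both, 2770 had HOXC10 alone, 621 had HOXC6 alone and 2823 had neither. The last class depends on the length of the other lists and is called HOXC9-only below. Of the top HOXC6 events, 1630 had neither a HOXC9 nor a HOXC10 event.

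**Figure D3:**
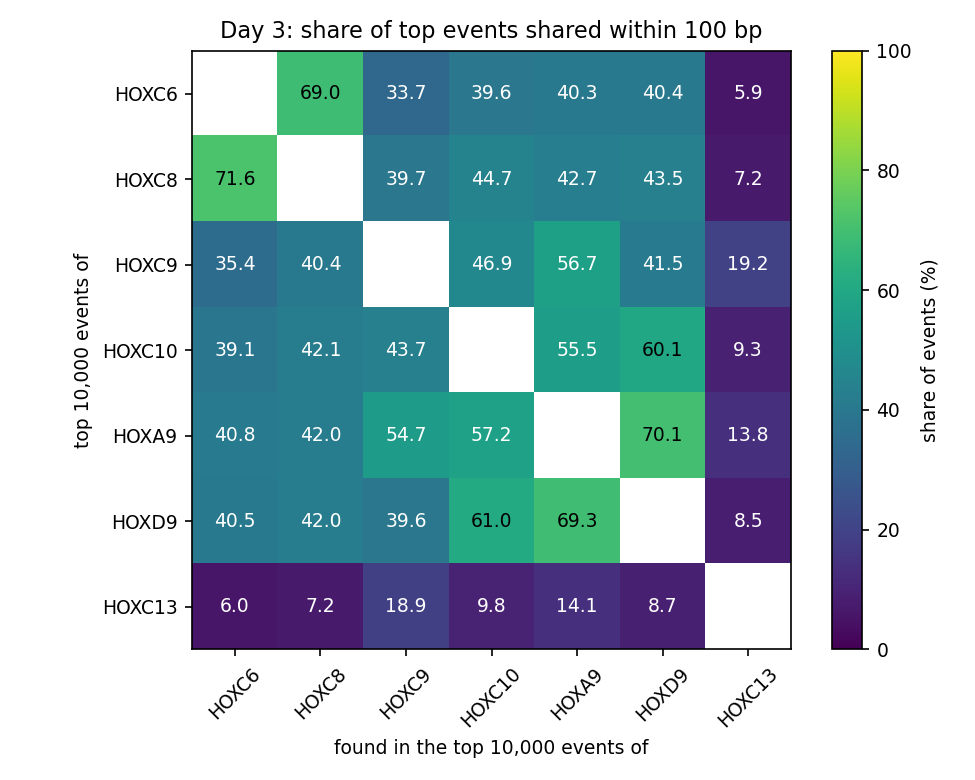
Share of the top 10000 day 3 events of the factor on the vertical axis that lie within 100 bp of a top 10000 event of the factor on the horizontal axis (percent). HOXC6 with HOXC8 and HOXA9 with HOXD9 have the highest shares, from 68.97% to 71.58% among the 7 full-length factors shown, and HOXC13 shares at most 19.17% in either direction with any other of them.

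A further question was whether members of the HOX9 paralog group bind alike. Of the top HOXA9 events, 70.06% were among the top HOXD9 events and 54.7% among the top HOXC9 events, a difference of 15.36 points (95% interval 13.7 to 17.0). With any event counted, an alternative added after seeing the data, the shares were 94.42% and 96.58%, and the difference reversed to -2.16 points (-2.71 to -1.59). At equal list length it was -0.67 points (-1.28 to -0.0516). HOXC13 was compared as a more posterior factor. Of the top HOXC9 events, 46.86% were among the top HOXC10 events and 19.17% among the top HOXC13 events, a difference of 27.69 points (26.2 to 29.1). With any event counted the difference was 8.01 points (6.45 to 9.51), and 31.93 points (30.5 to 33.4) at equal length. According to the sample labels, all HOXA9, HOXD9 and HOXC13 libraries were sequenced on the same flow cell, and no HOXC9 or HOXC10 library was. No comparison could be made within that batch alone that includes HOXC9 or HOXC10. Overlap did not follow the flow cell throughout, since HOXC13 shared 8.67% with HOXD9 and 18.89% with HOXC9, HOXC10 shared 60.11% with HOXD9 and 43.66% with HOXC9, and HOXC9 shared 56.7% with HOXA9.

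Binding at day 3 and day 4 was compared to ask whether target sites persist as neurons mature. Of the top day 4 HOXC6 events, 73.3% were among the day 3 HOXC6 events and 38.45% among the day 3 HOXC9 events, a difference of 34.85 points (95% interval 33.6 to 36.2). For day 4 HOXC9 the shares were 62.22% with day 3 HOXC9 and 29.33% with day 3 HOXC6, a difference of 32.89 points (31.6 to 34.2). For day 4 HOXC10 they were 53.13% with day 3 HOXC10 and 35.89% with day 3 HOXC9, a difference of 17.24 points (16.2 to 18.3). These shares are between top lists. With any day 3 event counted, the HOXC10 difference reversed to -4.39 points (-5.05 to -3.66), with 74.87% near HOXC10 and 79.26% near HOXC9, and the HOXC6 difference was 2.99 points (2.03 to 4.02). At equal list length they were 14.95 points (13.9 to 16.0) and 34.17 points (32.8 to 35.6). The HOXC9 difference was 59.73 points with any event and 41.88 at equal length. In the authors' deposited table, sites of the day 4 top lists with a q-value under 0.01 against day 3 numbered 304 for HOXC6 (303 higher at day 4 and 1 lower), 965 for HOXC9 (942 and 23) and 550 for HOXC10 (544 and 6). Counting over day 4 sites favours higher binding at day 4. Over all sites of the day 4 lists, the authors' deposited table gave 1235 higher and 127 lower for HOXC6, 4092 and 288 for HOXC9, and 1530 and 22 for HOXC10.

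Binding in unpatterned EBs addressed the role of cell context. Of the top day 3 HOXC9 events, 63.25% were among the day 4 HOXC9 events and 17.65% among the EB HOXC9 events, a difference of 45.6 points (95% interval 44.2 to 47.0). With any event counted it was 25.31 points (24.3 to 26.5), and 50.17 points (48.9 to 51.4) at equal list length. The overlap of HOXC6 with HOXC9 was 33.71% and 35.41% in the 2 directions at day 3, and 37.85% and 38.73% in EBs. The mean overlap was thus lower at day 3, by -3.73 points (-5.07 to -2.43). The EB lists were called against another control library than the day 3 lists, and the Dox treatment was 12 h in EBs and 24 h at day 3. The HOXC6 libraries had a signal fraction of 0.249 ± 0.0679 (SD, n = 2) in EBs, above their day 3 value.

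Motif shares were compared to ask whether sequence preference separates the factors. TTTAT lay within 50 bp of 66.2% of the top HOXC9 events and 40.6% of the top HOXC6 events, a difference of 25.58 points (95% interval 24.4 to 26.8). In windows 1 kb to each side, the share was 35.1% for HOXC9 and 33.1% for HOXC6. The alternative that moved the difference most was the shorter motif TTAT, with 13.95 points. TAAT was found at 75.4% of HOXC6 and 77.2% of HOXC9 events. This difference of -1.78 points (-2.87 to -0.772) reversed in sign to 0.675 points (-0.770 to 2.02) when the flanking share was subtracted, and to 0.71 points (0.113 to 1.33) with the longer motif TAATTA. TTTAC was found at 49.7% of HOXC13 and 29.5% of HOXC9 events, a difference of 20.18 points (19.0 to 21.4). With the longer motif TTTACG the difference was 2.39 points.

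Within the HOXC9 list, TTTAT was present at 72.2% of 3444 events without a HOXC10 event and at 63.1% of 6555 events with one, a difference of 9.12 points (95% interval 7.28 to 11.1). The PBX-Hox motif TGATTTAT was present at 6.02% of the 3786 events with both HOXC6 and HOXC10 and at 3.54% of the 2823 HOXC9-only events, a difference of 2.48 points (1.41 to 3.48).

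**Figure D4:**
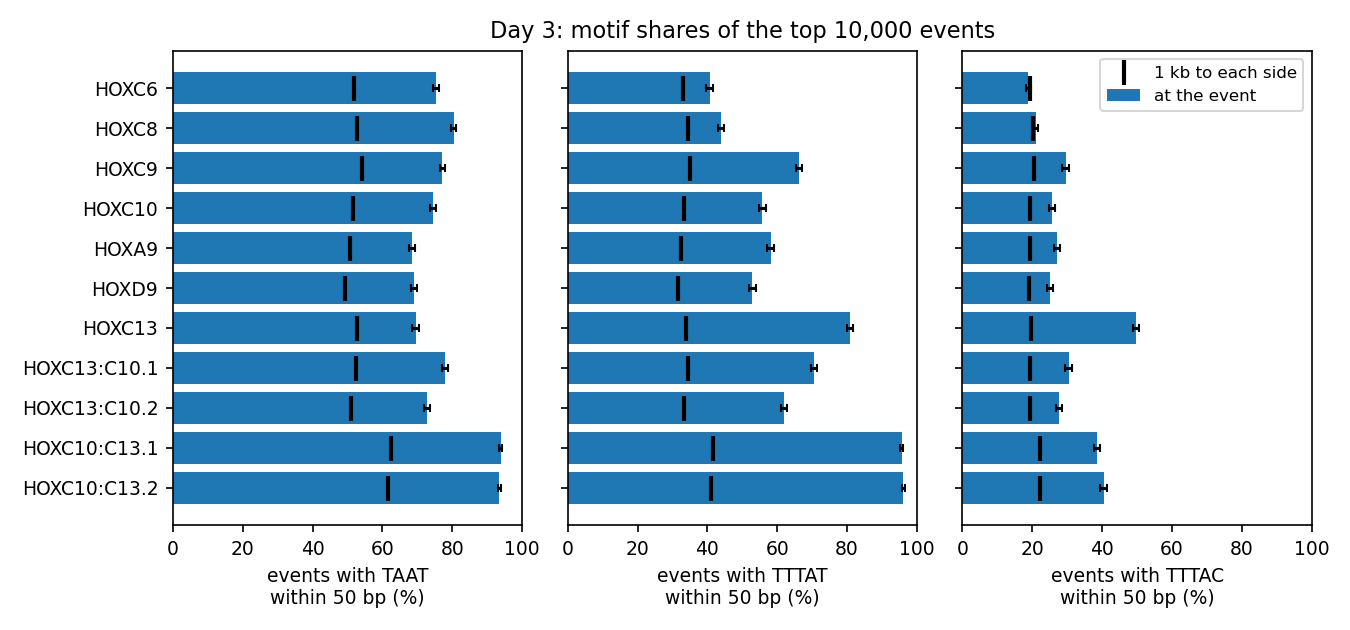
Share of the top 10000 day 3 events of each full-length and chimeric factor that have TAAT, TTTAT or TTTAC within 50 bp (percent, bars with 95% Wilson intervals), with the mean share in windows 1 kb to each side as a vertical mark. TTTAC stands highest in HOXC13, at 49.7%, and TTTAT in the HOXC10:C13 chimeras, at 95.6% and 96.1%.

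The chimeras were made to ask which part of the protein sets the sites. HOXC13:C10.1 and HOXC13:C10.2 carry the N-terminal part of HOXC13 with the homeodomain and C-terminus of HOXC10, and HOXC10:C13.1 and HOXC10:C13.2 are the reverse. By the study's methods, HOXC13:C10.2 and HOXC10:C13.2 are joined farther upstream of the homeodomain, to account for a conserved region there. Of the top HOXC13:C10.1 events, 25.02% were among the top HOXC13 and 34.37% among the top HOXC10 events, a difference of -9.35 points (95% interval -10.9 to -7.62). For HOXC13:C10.2 the shares were 14.07% and 65.55%, a difference of -51.5 points (-52.9 to -50.1). HOXC10:C13.1 shared 10.01% with HOXC13 and 5.26% with HOXC10, a difference of 4.75 points (3.97 to 5.56). HOXC10:C13.2 shared 12.7% and 4.2%, a difference of 8.5 points (7.60 to 9.37). By overlap of top lists each chimera thus shared more with the factor that gave its homeodomain and C-terminus. Between chimeras the order differed, since both HOXC13:C10 chimeras shared more with HOXC13 than the HOXC10:C13 chimeras did. HOXC10 itself shared 9.31% of its top events with HOXC13, close to the share of HOXC10:C13.1. Containment in the full lists was added after these values were seen. Any HOXC13 event lay near 79.71% of top HOXC10:C13.1 and 83.06% of top HOXC10:C13.2 events, and any HOXC10 event near 8.44% and 7.02%. For HOXC13:C10.2 the shares were 48.23% with HOXC13 and 84.42% with HOXC10. HOXC13:C10.1 reversed, with 66.13% near a HOXC13 and 50.52% near a HOXC10 event, a difference of 15.61 points (14.0 to 17.2). The HOXC13 list is the longer one, and at equal list length the difference for HOXC13:C10.1 was -8.79 points (-10.5 to -7.12). At equal length HOXC13 events lay near 22.31% of HOXC10:C13.1, 25.98% of HOXC10:C13.2 and 25.95% of HOXC13:C10.2 events. The share was highest for HOXC13:C10.1, at 41.73%, although its homeodomain is from HOXC10. TTTAC was found at 38.5% and 40.4% of HOXC10:C13 events and at 30.4% and 27.6% of HOXC13:C10 events, a mean difference of 10.46 points (9.44 to 11.6). It was 7.48 points (6.21 to 8.89) with the flanking share subtracted, and 5.32 points (4.46 to 6.28) within 25 bp. The top HOXC10:C13 sites had a mean GC content of 25.2% and 25.4%, against 39.9% and 42.2% for HOXC13:C10. Sequence preference and AT content at the sites therefore cannot be told apart by this difference.

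The authors' deposited table compares the chimeras by edgeR. In the authors' deposited table, 35 of the top HOXC10:C13.1 sites differed from HOXC10:C13.2 at a q-value under 0.01, and 24 of the top HOXC10:C13.2 sites differed from HOXC10:C13.1. Of the top HOXC13:C10.1 sites, 4141 were higher and 37 lower than in HOXC13:C10.2 in the authors' deposited table. Over the top HOXC13:C10.2 sites, the authors' deposited table gave 2379 higher and 230 lower than in HOXC13:C10.1. Each count is taken over the top list of the first-named factor, which favours higher sites in that factor.

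The authors' deposited table also compares each chimera with both parents. For HOXC10:C13.1 the authors' deposited table gave 6117 sites higher than HOXC13 and 9353 higher than HOXC10, and for HOXC10:C13.2 it gave 6132 and 9543. For HOXC13:C10.2 the authors' deposited table gave 5980 sites higher than HOXC10 and 8616 higher than HOXC13. Over its top list HOXC13:C10.1 went the other way, with 8873 sites higher than HOXC10 and 8029 higher than HOXC13 in the authors' deposited table. Over all 99311 sites of its list the order was as for HOXC13:C10.2, with 48214 sites higher than HOXC10 and 55325 higher than HOXC13 in the authors' deposited table.

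**Figure D5:**
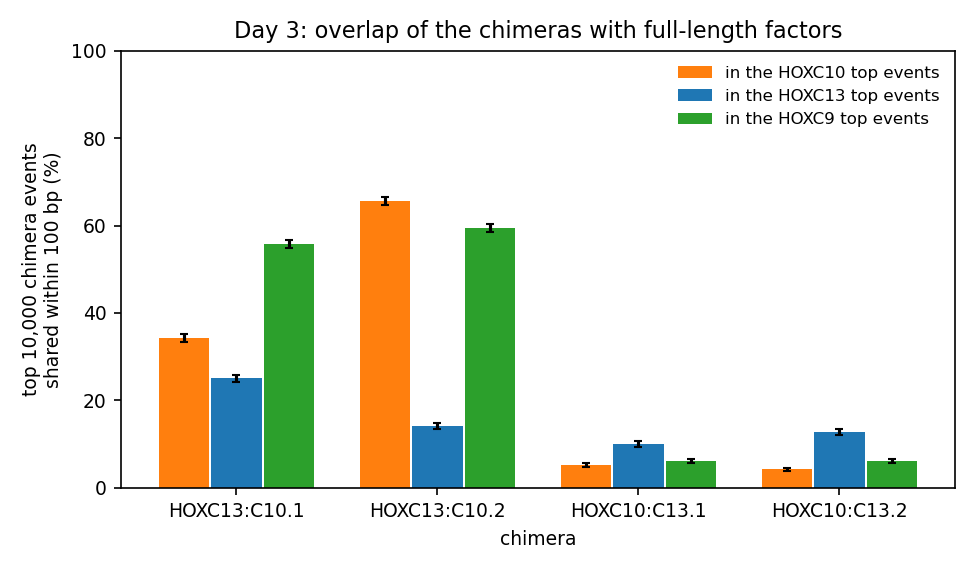
Share of the top 10000 events of each chimera within 100 bp of a top 10000 event of HOXC10, HOXC13 or HOXC9 at day 3 (percent, with 95% Wilson intervals as error bars). HOXC13:C10.2 shares 65.55% with HOXC10 and 14.07% with HOXC13, while HOXC10:C13.1 and HOXC10:C13.2 share 10.01% and 12.7% with HOXC13. The highest share with HOXC13 is that of HOXC13:C10.1, at 25.02%.

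MEIS binding was compared between lines to ask whether the cofactor follows the induced factor. At the 2823 HOXC9-only sites, a MEIS event lay within 100 bp of 20.9% in iHoxc9 and of 91 (3.224%) in iHoxc10 cells, a difference of 17.7 points (95% interval 16.1 to 19.2). With both MEIS lists at equal length the difference was 11.3 points. Sites moved by 10 kb had a MEIS event in 0.283% and 0.213% of cases. At the 1630 HOXC6-only sites, MEIS events were present at 14.2% in iHoxc6 and at 6.2% in iHoxc9 cells, a difference of 8.04 points (6.33 to 9.83) that rose to 12.88 points (11.2 to 14.6) with both MEIS lists at equal length. Each MEIS list rests on 1 library, so these differences have no replicate check.

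Few HOXC9 events lay at promoters. Of the top HOXC9 events, 4.19% were within 1 kb of a TSS, against 5.87% of random positions matched by chromosome, a difference of -1.68 points (95% interval -2.39 to -0.925). Against positions 10 kb to one side of each event the difference was 0.12 points (-0.599 to 0.789), so the sign depends on the background.

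The HoxC cluster itself held binding events of every full-length factor. The cluster with 5 kb at each end spans chromosome 15, 102916103 to 103041852 in mm10. At day 3 it held 5 HOXC6, 7 HOXC8, 8 HOXC9, 10 HOXC10, 9 HOXA9, 9 HOXD9 and 8 HOXC13 top events. Over the full lists, which differ in length, it held from 9 HOXC6 to 36 HOXC13 events. Near Aldh1a2 (ENSMUSG00000013584.5, chromosome 9, 71215789 to 71296243, plus strand), the number of top events within 50 kb of the gene was 2 for HOXC6, 3 for HOXC8, 5 for HOXC9, 6 for HOXC10 and 7 for HOXC13. Near Foxp1 (ENSMUSG00000030067.17, chromosome 6, 98925338 to 99522721, minus strand) it was 13 for HOXC6, 14 for HOXC8, 16 for HOXC9, 21 for HOXC10 and 8 for HOXC13. Over the full lists HOXC13 had 102 events there and HOXC6 had 17.

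The lowest deposited q-value was shared by 2 HOXC6, 524 HOXC9, 5 HOXC10 and 721 HOXC13 events. Ties went to the highest estimated ChIP read count. The event ranked first in this way was intergenic for HOXC6, at chromosome 3, 5453772, with an estimated 1854.6 ChIP and 4 control reads. For HOXC9 it was intergenic at chromosome 6, 94401421, with 6195.6 ChIP and 8.1 control reads. For HOXC10 it lay in a Hoxc4 intron within the HoxC cluster, at chromosome 15, 103035366, with 2063.6 ChIP and 10.9 control reads. For HOXC13 it lay on the mitochondrial genome at position 15529, with 10440.6 ChIP and 381.2 control reads, and 13 of the day 3 lists, its own included, held an event there.

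The best-ranked HOXC9 sites without a HOXC10 event within 500 bp were at chromosome 9, 42484127, in introns of Tbcel and Gm16322 (rank 6, log2 fold over control 9.71), and at chromosome 1, 169714955, intergenic (rank 7, log2 fold 8.93). The second of these also lacked a HOXC6 event, as did chromosome 6, 99939188, in a Gm44442 intron (rank 5, log2 fold 9.73). The best-ranked HOXC10 sites without a HOXC9 event came much lower in their list. They were at chromosome 8, 91662105, in a Fto intron (rank 837, log2 fold 6.43), and at chromosome 18, 75443568, in a Ctif intron (rank 936, log2 fold 4.71). For HOXC6 without HOXC9 they were at chromosome 3, 154200663, in a Slc44a5 intron (rank 189, log2 fold 5.43), and at chromosome 1, 64212367, in a Gm28981 intron (rank 271, log2 fold 5.19). All positions are in mm10, and the read counts and fold values are the authors'.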

Values the study reported

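The study counted 5230 sites where HOXC9 binding exceeded that of HOXC10. Of the 10,000 strongest HOXC10 locations, it found 90% about equally enriched in both experiments. For HOXC6 and HOXC8 it reported significant differential binding at fewer than 2% of sites. Its joint comparison of HOXC6, HOXC9 and HOXC10 placed 4892 sites in the class common to all 3 factors, 3031 in the HOXC6 class, 3310 in the HOXC9 class, 1106 in the class of HOXC9 with HOXC10 and 1055 in the class of HOXC6 with HOXC9.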

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

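The tests on the HOXC6 signal at day 3 and on the control library behind mitochondrial events were chosen only after the result was seen.

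HOXC6 and HOXC9 overlapped less at day 3 than in unpatterned EBs, a difference between stages of -3.73 percentage points (95% interval -5.07 to -2.43). The low signal fraction of the HOXC6 libraries at day 3 (0.075) is a candidate explanation. At day 4, where that fraction was 0.308, the overlap differed from that in EBs by -0.465 points (-1.94 to 1.08), which low signal at day 3 needs. Among the top 5000 events the day 3 difference was -4.46 points (-6.33 to -2.48), so it did not shrink when weaker sites were left out. Low signal stays open, and so does any other difference between the stages. The stage, the length of the Dox treatment (12 h and 24 h) and the control library also differ between these lists, and their effects were not tested. A biological difference between the stages stays open.

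The difference in TTTAT share between HOXC9 and HOXC6 also changed with stage. It was lower at day 3 than in EBs, by -3.01 points (95% interval -4.46 to -1.55), and higher at day 3 than at day 4, by 3.79 points (2.47 to 4.99). AT content 1 kb from the sites was argued against for both changes. With the flanking share subtracted they were -4.27 points (-6.02 to -2.42) and 2.95 points (1.38 to 4.55). Those flanks do not measure AT content at the sites, which stays open. Mean GC content within 50 bp of HOXC6 and HOXC9 top events was 46.2% and 42.6% in EBs. It was 42.3% and 40.3% at day 3, and 41.7% and 40.3% at day 4, so the gap fell in the same order as the TTTAT difference. Weaker sites among the HOXC6 list at day 3 were argued against for the second change, which was 3.48 points (1.73 to 5.23) among the top 5000 events. Control library, Dox duration and library signal change together with stage and were not tested for these changes, so a difference in sequence use between stages remains 1 of several open explanations.

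The PBX lists, which no comparison in the report uses, lay near HOX events of the same day. Of 1165 PBX events in iHoxc9 cells, 28.1% were within 100 bp of a day 4 HOXC9 event, and of 848 in iHoxc10 cells, 62.5% were near a day 4 HOXC10 event. Chance nearness was argued against, since only 0.601% (0.291 to 1.24) of the iHoxc9 PBX events lay near a HOXC9 event after being moved by 10 kb. For the same factors at day 3 the shares were lower, at 4.03% for HOXC9 and 4.12% for HOXC10 in iHoxc9 cells. In iHoxc10 cells 2.83% lay near a day 3 HOXC10 event. The share of iHoxc9 PBX events near day 3 HOXD9 events was 25.7%. PBX and day 4 HOX lists share the control of 4.72 M reads, which no day 3 list used, so day and control cannot be told apart. Among day 4 HOX lists, the nearness did not follow the induced factor. In iHoxc9 cells 59.7% of PBX events lay near a HOXC10 event, 31.7 points (28.5 to 34.9) more than near a HOXC9 event. Most PBX events were within 1 kb of a TSS (85.4% and 82.4%), as were 18.4% of the top HOXC10 day 4 events against 4.44% for HOXC9. Among the 170 iHoxc9 PBX events farther from a TSS the excess was 32.4 points (25 to 40.1), which argues against background at annotated promoters as its whole cause. Background at other open regions, which libraries with signal fractions of 0.009 and 0.008 may share with the HOXC10 libraries at 0.0513, was not tested. The PBX lists in iHoxc9 and iHoxc10 cells showed no enrichment of Hox motifs. TTTAT lay within 50 bp of 5.49% and 4.25% of their events, against 24.0% and 24.1% in windows 1 kb to each side. For the PBX-Hox motif TGATTTAT the shares were 0.172% and 0.118%, against 0.215% and 0.413%. Mean GC content at the events was 61.5% and 62.3%. The study itself describes the signal of the PBX antibody as weak. Each PBX list rests on 1 library, and nearly all of its events lie close to the calling threshold. At a q-value 1000 times stricter, 27 of the 1165 and 5 of the 848 events were left.

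Events on the mitochondrial genome numbered 65 in the MEIS list of iHoxc6 cells. All 8 lists called against the control of 20.28 M reads held such events, while the 5 lists against the control of 4.72 M reads and the 2 against that of 10.49 M reads held none. Of 6 lists against the control of 20.59 M reads, 1 had none. The control library of the calling run is thus a candidate explanation for their presence, but control and stage cannot be told apart, because each of the controls without such events served day 4 or EB lists alone. The control does not account for their number, which ran from 6 to 65 among the 8 lists that share it. No biological explanation was tested.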

How the results depend on the processing

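In this part the tests of containment other than that of HOXC9 and HOXC10 were chosen only after the result was seen, and all other alternatives were planned. No paired analysis was possible because each list pools its replicates. For the same reason leaving out a replicate was not possible.

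Of the 23 differences of shares, tried under 110 other settings, 106 settings kept the direction and the side of the threshold. The other 4 concern TAAT and TSS shares. The TAAT difference between HOXC6 and HOXC9 was -0.340 points (95% interval -1.52 to 0.793) within 25 bp, no longer called. It reversed to 0.675 points (-0.770 to 2.02) with flanking shares subtracted and to 0.71 points (0.113 to 1.33) with the motif TAATTA. The TSS share of HOXC9 against its background reversed to 0.12 points (-0.599 to 0.789) with positions 10 kb to one side. The cause was not tested.

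Containment was added after seeing the data for 11 comparisons of top lists, with full lists and at equal list length. Of the 22 values, 18 kept the direction and the call. With any event counted, 3 reversed. They are HOXC13:C10.1 between HOXC13 and HOXC10, at 15.61 points (95% interval 14.0 to 17.2), day 4 HOXC10 between day 3 HOXC10 and HOXC9, at -4.39 points (-5.05 to -3.66), and HOXA9 between HOXD9 and HOXC9, at -2.16 points (-2.71 to -1.59). At equal length the first was -8.79 points and the second 14.95, so these reversals depend on the longer list. HOXA9 stayed reversed at equal length, at -0.67 points (-1.28 to -0.0516), with shares of 94.42% and 95.09%.

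Among the alternatives that kept their call, size still varied. The HOXC9 and HOXC10 containment difference ran from 10.19 points with lists of equal length to 32.38 with ranking by deposited fold. The fold ranking also set the end of some other ranges. In the 5 lists of 1 library, where the deposited fold was checked, every event with under 1 control read had a fold equal to its ChIP reads, not scaled by the control. Those are MEIS and PBX lists. The HOX lists, to which the fold ranking was applied, were not checked, so whether it is a weak alternative there stays open. Without the fold ranking, the highest containment difference was 30.1 points. The TTTAT difference ran from 13.95 points with TTAT to 27.0, and the TTTAC difference of HOXC13 from 2.39 points with TTTACG to 21.2. The chimera TTTAC difference ran from 0.901 with TTTACG to 15.9. The MEIS difference at HOXC9-only sites ran from 11.3 to 20.8, and at HOXC6-only sites it rose from 8.04 to 12.88 at equal list length.

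In the authors' deposited table, HOXC6 and HOXC8 differed at 78 sites with a q-value under 0.001, and at 610 when all deposited sites were counted, against 203 at the main setting. A stricter threshold admits fewer sites and the whole list more.

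Of the 21 list lengths, 8 changed by more than 1.5 times under a q-value 1000 times stricter and 13 did not. The PBX lists changed most, from 1165 to 27 events in iHoxc9 and from 848 to 5 in iHoxc10 cells. Counts of differential sites for HOXC9 with HOXC10, HOXC6 with HOXC9, HOXC6 with HOXC10, HOXC9 with HOXC13 and HOXC9 with HOXA9 were planned with 15 alternatives and not run, because those columns hold no values.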

Other observations

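The comparisons at equal list length (HOXC9 against HOXC10, and MEIS) were planned as alternatives, and their use as tests of list length came after the result was seen. The tests on HOXC10 signal, on flow cell, on AT bias of all chimera libraries, on weak HOXC10 signal for HOXC13:C10.1 and on signal fraction across lists were chosen only after the result was seen.

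The containment of HOXC10 sites in the HOXC9 list was higher than the reverse. The longer HOXC9 list was argued against as the whole cause, since at equal length 10.19 points (95% interval 8.72 to 11.6) of the 28.84 were left. Lower signal in the HOXC10 libraries cannot be told apart from a difference between the factors. HOXC6 within HOXC8, where HOXC6 has the lower signal fraction, gave 2.42 points (1.43 to 3.38) at equal length, a smaller asymmetry in the same direction, and no pair has the same signal fractions as HOXC9 and HOXC10.

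HOXA9 shared more top sites with HOXD9 than with HOXC9, though not when any event was counted (-2.16 points). A common flow cell was argued against as the cause, because HOXC13, sequenced on the same flow cell, shared less with HOXD9 than with HOXC9, by -10.22 points (95% interval -11.0 to -9.43). HOXC10, which was not on that flow cell, also shared more with HOXD9 (60.11%) and HOXA9 (55.47%) than with HOXC9 (43.66%). Other differences between the libraries, such as the antibody, stay open.

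HOXC10 shared more top sites with HOXD9 (60.11%) than with HOXC9 (43.66%), by 16.45 points (95% interval 15.2 to 17.9). With any event counted the difference was -1.79 points (-2.44 to -1.07), and 0.66 points (-0.0793 to 1.46) at equal list length, so the pattern holds for top lists and not for containment. Promoter events held by both lists were argued against, since the difference was 15.4 points (14.0 to 16.8) among HOXC10 events over 1 kb from a TSS. Other differences between the libraries and a difference between the proteins both stay open.

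MEIS events at HOXC9-only sites were more frequent in iHoxc9 than in iHoxc10 cells. A longer MEIS list was argued against as the whole cause by a difference of 11.3 points (95% interval 10.0 to 12.7) at equal length. More signal at every kind of site was argued against by the ratio at HOXC6-only sites, where the iHoxc9 share was 0.721 (0.593 to 0.871) of the iHoxc10 share, against a ratio of 6.49 (5.33 to 7.99) at HOXC9-only sites. With 1 library per line, a difference between single libraries other than these stays open, beside recruitment by the induced factor.

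Top sites of the HOXC10:C13 chimeras were AT-rich, with a GC content of 25.2% and 25.4% against 38.004% for HOXC13, a mean difference of -12.7 points (95% interval -12.9 to -12.5). An AT bias of all chimera libraries was argued against, since the HOXC13:C10 chimeras lay 3.03 points (2.88 to 3.20) above HOXC13. Repeated sequence was argued against as the whole cause by a difference of -11.6 points (-11.8 to -11.3) at events on unmasked bases. Bases masked as repeats held 32.8% and 31.3% of the top HOXC10:C13 events, against 9.60% for HOXC13. Only the base of the event was checked, so repeats elsewhere in the windows were not removed. High control coverage was argued against by -12.67 points (-12.9 to -12.4) without the events of highest control counts. An effect of these chimeric proteins stays open, and so does a bias of their own libraries.

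HOXC13:C10.1 shared more top sites with HOXC9 (55.82%) than with HOXC10 (34.37%) or HOXC13 (25.02%). Whether weak signal in the HOXC10 libraries lowers the overlap with HOXC10 cannot be told apart from a difference between the factors. HOXC13:C10.2 shared 6.15 points (95% interval 4.44 to 7.79) more top sites with HOXC10 than with HOXC9, but with any event counted and lists of equal length the difference was -4.08 points (-5.05 to -3.02). With any event counted, HOXC13:C10.1 shared more with HOXC13 than with HOXC10, by 15.61 points, an alternative chosen after seeing the data. At equal list length the direction was the other way, with a difference of -8.79 points (-10.5 to -7.12). HOXC13:C10.2 takes a longer part of HOXC10, from upstream of the homeodomain, than HOXC13:C10.1 does. Whether this sets HOXC13:C10.1 apart was not tested.

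The lists differed widely in length, and their length rose with the fraction of signal reads (rho = 0.883, permutation p = 2e-05), which is consistent with enrichment setting much of the length. The authors' caller supplies both quantities, so the relation is not independent of the calling.

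Some of the strongest sites recurred across HOX lists. Of 718 merged sites from the top 100 of 12 HOX lists, 31 were in at least 5 lists. Whether regions of high control coverage lie behind this cannot be told apart from binding by many factors, since the median control percentile was 73.2 at recurrent sites and 75.1 at sites of single lists.

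Of the top HOXC9 events, 3444 had no HOXC10 event. This is lower than the number in the study. Of the top HOXC6 events, 1630 had neither a HOXC9 nor a HOXC10 event. This class is smaller than its counterpart in the study. Of the top HOXC9 events, 2770 had a HOXC10 event and no HOXC6 event. This class is larger than its counterpart in the study. Of the top HOXC9 events, 621 had a HOXC6 event and no HOXC10 event. This last class is again smaller than in the study. Classes here rest on the presence of an event, and those of the study on differential enrichment.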
